A study of Mus musculus with 10 samples. Its data were reported in "TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity" (2024).

How the data were processed

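Bulk RNA-seq was carried out on wild-type mammary epithelial cells of C57BL/6J mice. Mammary tissue was dissociated with enzymes, and luminal cells (the inner layer of the ducts) and basal cells (the outer, contractile layer) were separated by fluorescence-activated cell sorting on the surface proteins EpCAM and CD49f. The data hold 10 libraries, 5 of luminal and 5 of basal cells.

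The authors deposited raw read counts per gene, as whole numbers, with one column per library and no normalization. For its RNA-seq the study describes poly(A)-selected libraries, adapter removal with cutadapt and alignment of single-end reads to the mouse genome mm10 with bowtie2 at default settings. It describes fewer biological replicates per condition than the 5 libraries per cell type here. That these steps hold for these libraries was therefore assumed. The counting tool, its annotation and its treatment of strand and of reads that map to several genes are not stated, so values of genes with near-identical copies or overlapping neighbours are uncertain. Bowtie2 does not align reads across splice junctions, which can lower the counts of genes with many short exons. Genes carry NCBI Entrez identifiers. Of 24594 genes, 24570 were matched to a symbol in a RefSeq gene table of assembly GRCm38.p6, the assembly behind mm10, and 24 were not and are named by identifier. Coordinates are from that table. The count table holds no mitochondrial genes, so their share was not used here.

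Libraries were grouped by the cell type label. The sample titles name the opposite cell type in all 10 libraries, whereas the source name and the letter B or L in the library description follow the cell type label. The grouping was fixed before the data were examined and was not changed, and lineage markers served only as a check of it. Replicate numbers 1 to 5 come from the titles. Same-numbered luminal and basal libraries share the leading number of the library description, which was read as the animal, and this is where the pairing comes from. The labels name no sequencing or library batch. The library descriptions carry a running sample number in which luminal and basal libraries form separate consecutive runs. If that number follows processing order, an effect of order could not be separated from cell type.

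Genes were filtered with filterByExpr of edgeR at default settings (minimum count 10, minimum total count 15), which left 14609 genes tested and dropped 9985. Library totals were scaled with TMM factors. Luminal and basal libraries were compared with edgeR's quasi-likelihood test (version 4.0.16, R 4.3.3), with cell type as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Fold changes are luminal against basal on the log2 scale. The standard error (SE) is the size of the log2 fold change divided by the square root of the F statistic. Genes with an adjusted p under 0.05 were counted, as were genes with an adjusted p under 1e-04 and a change of at least 2-fold, limits modelled on those the study gives for a signature of its own, whose printed fold limit was read here as a minimum. CPM is the usual depth-scaled count, here on the TMM-scaled library total. Lists of 24 SRF/MRTF target genes, 22 tested YAP/TAZ target genes, 32 genes named by the study and 16 lineage markers were written from general knowledge and the study before the data were examined. The sets were tested with camera of limma 3.58.1 (two-sided, inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over both sets. Principal components were computed on the 500 most variable genes after the variance-stabilising transformation of DESeq2 1.42.0.

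Genes named in the text are members of those lists, together with the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among genes with an adjusted p under 0.05, a mean of at least 10 CPM in the higher group and the same direction in all 5 same-numbered pairs. Any other gene named was chosen after its values were seen, as the text says there. Where every library of the lower group had 3 counts or fewer, the fold is given as a lower bound against 3 counts.

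Alternatives fixed before the data were examined were DESeq2 size factors, upper-quartile factors and library totals only in place of TMM, no filter, a filter of at least 10 counts in every library, DESeq2, limma voom, the replicate number as a block, thinning to the smallest total of 13203146 counts, leaving out each library, a test against a 2-fold change (glmTreat), other set tests (estimated inter-gene correlation, fry) and other set members. Alternatives chosen after seeing the data were offsets for GC content and transcript length (taken from the longest GENCODE M21 transcript, known for 93.8% of the genes tested), the same offsets with the block, and leaving out, from the totals and the test, the 20 most counted genes or the most counted gene without a symbol.

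The tests were tested on simulated data drawn from the real gene means and library sizes, with 200 of 14609 genes changed. edgeR recovered 173 of them (86.5%), including 95.5% of the 134 changed at least 4-fold, with 8 false calls. DESeq2 recovered 90.5% with 21 false calls, and limma voom 84.0% with 5. In a separate simulation camera gave a p of 7.39e-67 for a lowered set of 24 genes, and 4 of 200 sets of unchanged genes had a p under 0.05. There only these 24 genes were changed and every gene was drawn independently. It thus does not show how camera behaves where most genes differ or genes are correlated, and does not vouch for small camera p-values in the real data.

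Library totals ranged from 13203146 to 17998165 counts. A level of 3 counts was taken here as the lowest that can be shown. At these depths it corresponds to between 0.167 and 0.227 CPM on library totals without TMM factors. On TMM-scaled totals it reached 0.232 CPM in basal replicate 3. Intervals and this floor cover counting error only, because reads were not tied to single molecules. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.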

Results

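Transcript levels were measured in sorted luminal and basal cells from wild-type mammary glands, in 5 libraries of each. Library totals were 14996500 ± 1649390 counts (SD, n = 5) in luminal and 16318400 ± 1726900 counts (SD, n = 5) in basal libraries. Between 16840 and 17842 genes had at least 1 count in a library. The 20 most counted genes of each library took 8.40% ± 1.32 (SD, n = 5) of luminal and 9.99% ± 0.452 (SD, n = 5) of basal counts. Pearson correlations of log2(CPM + 1) across genes, which are not independent replicates, ranged from 0.974 to 0.991 between luminal libraries, from 0.983 to 0.995 between basal libraries and from 0.875 to 0.905 between a luminal and a basal library. No pair of replicates agreed within sampling noise, the lowest chi-square per degree of freedom being 15.2 within basal and 33.3 within luminal libraries. No library was therefore entered more than once. Libraries of different animals would exceed sampling noise in any case, so the check shows no more than that. Each library was counted as 1 replicate.

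The first question was how far the 2 sorted populations differ as a whole. The first principal component held 97.1% of the variance of the 500 most variable genes and separated luminal from basal libraries, while the second held 0.73%. The share was 95.6% when log2 CPM replaced the variance-stabilised counts, the alternative that moved it most. The 500 genes were chosen for their variance over both cell types, which favours genes that separate them. The share therefore does not describe all genes.

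**Figure D1:**
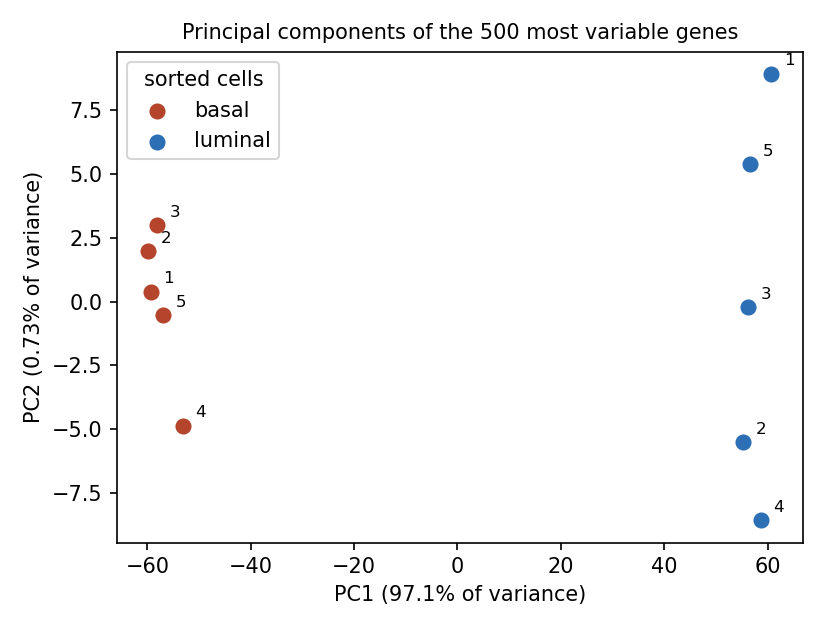
Scores of the 10 libraries on the first principal component (horizontal, 97.1% of variance) and the second (vertical, 0.73%), in arbitrary units, with one point per library labelled by replicate number and coloured by cell type. All 5 luminal libraries lie on one side of the first component and all 5 basal libraries on the other.

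Because the sample titles and the cell type labels name opposite cell types, lineage markers fixed beforehand were examined first. All 16 markers followed the cell type label with an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg). The log2 fold changes of the 9 luminal markers ranged from 2.202 (Krt8) to 10.21 (Prlr), and those of the 7 basal markers from -7.46 (Krt5) to -9.45 (Myh11). The keratin gene Krt8 (Entrez 16691, GRCm38 chromosome 15, 101996711 to 102004342) was at 2347 ± 415 CPM (SD, n = 5) in luminal and 510.0 ± 74.7 CPM (SD, n = 5) in basal libraries. Krt14 (Entrez 16664, chromosome 11, 100203162 to 100207510) was at 11.8 ± 8.65 CPM (SD, n = 5) in luminal and 2432 ± 407 CPM (SD, n = 5) in basal libraries.

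Of the 14609 genes tested, 9462 (64.8%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 4904 were higher in luminal and 4558 higher in basal cells. With the replicate number as a block, 4740 genes were higher in luminal and 4539 in basal cells, and 9079 genes were called by both fits. Same-numbered libraries deviated from their group means with a mean correlation of 0.0369, against -0.00626 for differently numbered libraries. The filter of at least 10 counts in every library moved the total most, to 7884 of the 12127 genes then tested. Of these, 4178 were higher in luminal and 3706 in basal cells. The scaling moved the balance between the cell types most, since library totals without TMM factors gave 5705 genes higher in luminal and 3705 higher in basal cells. That scaling shifted the median log2 fold change by 0.19 relative to TMM, and upper-quartile factors shifted it by 0.12. Values of the luminal and basal libraries did not overlap for 7315 genes (50.1% of those tested), where chance gives 0.794% for 5 against 5. At the stricter limits, an adjusted p under 1e-04 and at least a 2-fold change, 1810 genes were higher in luminal and 1979 in basal cells. The block gave 1381 and 1581 genes at those limits, and DESeq2 gave 2417 and 2557. Which cell type had more genes at those limits depended on the scaling, since library totals gave 2249 genes higher in luminal and 1613 in basal cells, and upper-quartile factors 2041 and 1744.

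**Figure D2:**
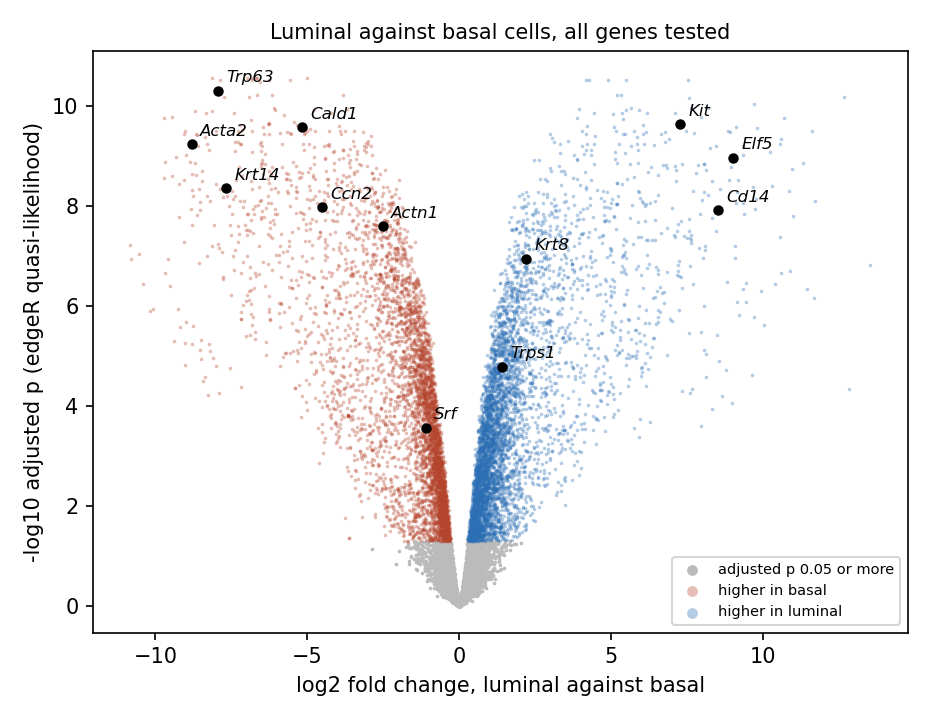
Log2 fold change, luminal against basal (horizontal), and minus log10 of the adjusted p from edgeR (vertical) for the 14609 genes tested, with one point per gene, genes with an adjusted p under 0.05 coloured by direction, and black points for genes named beside them. The 4904 genes higher in luminal and 4558 higher in basal cells spread to both sides, with Trps1 at 1.39 and Srf at -1.10.

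The largest differences were found for genes counted in one group only or nearly so. The 5 genes with the largest positive log2 fold change were Clca1, Ptpn5, Ido1, Cldn6 and Upk2, which had 3 counts or fewer in every basal library. Ido1 (Entrez 15930, chromosome 8, 24584133 to 24596952) was at least 595-fold higher in luminal cells, and Clca1 at least 409-fold higher. The 5 genes with the largest negative log2 fold change were Asb2, Kcnmb1, Adgrb1, Atoh8 and Dlk1, which had 3 counts or fewer in every luminal library. Dlk1 (Entrez 13386, chromosome 12, 109452485 to 109463336) was at least 122-fold higher in basal cells.

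The study is concerned with the transcription factor gene Trps1 and describes its expression as restricted to luminal cells, citing protein staining. It also found few genes changed in basal cells after depletion. The values here are RNA counts, which do not measure the protein. Trps1 (Entrez 83925, chromosome 15, 50654757 to 50890631) was at 165 ± 28.5 CPM (SD, n = 5) in luminal and 62.6 ± 15.9 CPM (SD, n = 5) in basal libraries. The log2 fold change was 1.39 (SE 0.19, adjusted p 1.64e-05 by edgeR with Benjamini-Hochberg), and Trps1 was higher in the luminal library of all 5 pairs. The block gave 1.41 (adjusted p 4.45e-05), with the mean correlation of same-numbered libraries at 0.0369. Offsets for GC content and transcript length moved it most, to 1.89. Trps1 was thus counted in basal libraries at 24.8% to 48.1% of the mean luminal level, so its RNA counts were not restricted to luminal libraries. Of annotated genes, 1, Mir1907, overlaps 25 of the 13380 exon bases of Trps1.

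**Figure D3:**
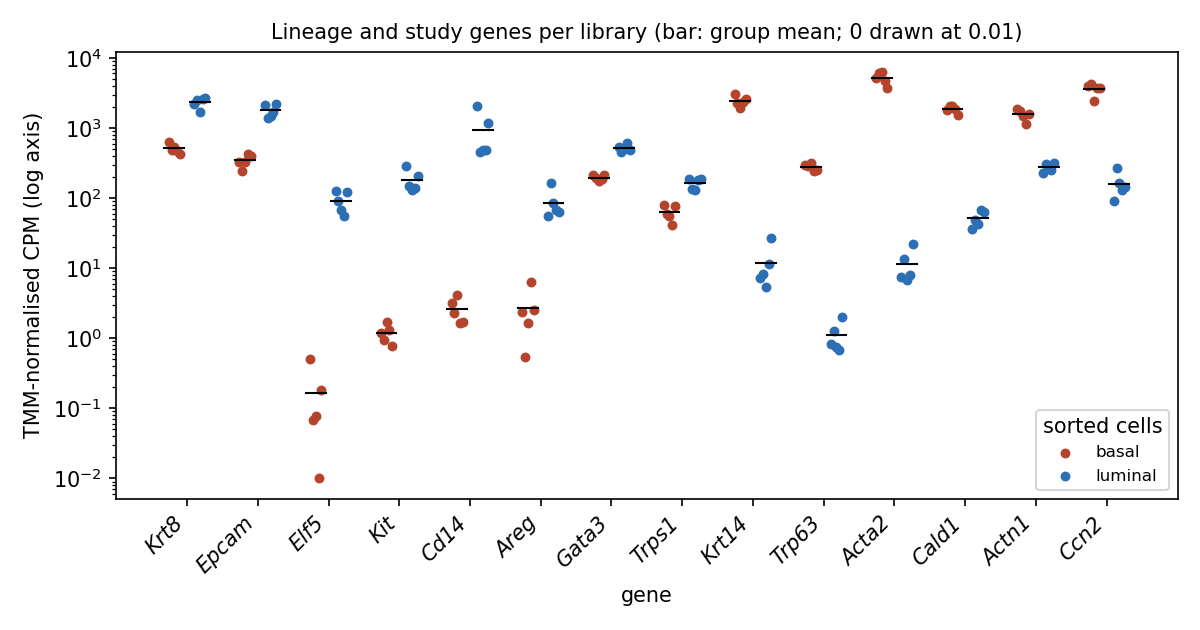
TMM-scaled CPM on a log axis (vertical) of 14 genes (horizontal), with one point per library coloured by cell type and a bar at each group mean, a value of 0 being drawn at the bottom. Trps1 averages 165 CPM in luminal and 62.6 CPM in basal libraries, a smaller difference than that of Kit (182 and 1.19 CPM) or Acta2 (11.6 and 5195 CPM).

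Of the 32 genes named by the study and listed beforehand, 29 differed with an adjusted p under 0.05, both over all genes tested and over the list alone. Tuba1c, Rhoa and Mtor were the exceptions. Rhoa, higher in luminal cells, passed the threshold with upper-quartile factors (edgeR adjusted p 0.0138), with library totals (0.00616) and with GC and length offsets without (0.00159) and with the block (0.00517). Tuba1c, lower in luminal cells, passed it with those offsets without (edgeR adjusted p 0.00342) and with the block (0.00388). The progenitor genes Kit, Cd14 and Elf5 and the hormone-responsive genes Pgr and Areg were higher in luminal cells, by log2 fold changes of 7.27, 8.51, 9.02, 5.42 and 5.00. Gata3 was higher by 1.39 (SE 0.14, adjusted p 7.03e-07 by edgeR). Among the transcriptional regulators the study follows, Srf (-1.10), Mrtfa (-1.74), Yap1 (-1.02) and Wwtr1 (-1.32) were lower in luminal cells, whereas Mrtfb was higher (0.92, SE 0.21, adjusted p 0.0017 by edgeR). Arhgap28 was lower by a small margin (-0.43, adjusted p 0.0367 by edgeR) and lost its call under several alternatives, among them upper-quartile factors, library totals, and GC and length offsets.

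The study follows 2 transcriptional programmes linked to the actin cytoskeleton, that of SRF with its MRTF cofactors and that of YAP and TAZ, and the question here was whether their targets differ between the cell types. The 24 SRF/MRTF targets had a mean log2 fold change of -3.29 (camera adjusted p 4.55e-14, limma), and all 24 were lower in luminal cells. Of these, Actg1, Zyx, Fhl1 and Tuba1c did not pass the threshold (edgeR adjusted p 0.855, 0.448, 0.367 and 0.206). Actg1 turned positive with upper-quartile factors, with library totals and without basal replicate 1 or luminal replicate 1, and Zyx with library totals. Without the smooth-muscle contractile genes, the 16 remaining targets had a mean of -1.73 (camera adjusted p 1.85e-06, limma), the largest move of this result. With the block the mean of the full list was -3.34 (camera adjusted p 1.41e-14, limma), at a mean correlation of same-numbered libraries of 0.0369. When the correlation between genes was estimated from the data, the camera adjusted p of the full list was 0.0193. Acta2 (-8.81), Cald1 (-5.18) and Actn1 (-2.52) were each lower in luminal cells in all 5 pairs. Whether stress during dissociation or sorting contributed to this result, or to that of the YAP/TAZ targets below, was not tested.

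The 22 YAP/TAZ targets tested had a mean log2 fold change of -1.37 (camera adjusted p 0.0144, limma). In luminal cells 15 of the 22 were lower. Of these 15, Lats2 and Ccdc80 did not pass the threshold (edgeR adjusted p 0.699 and 0.600). Among the targets higher in luminal cells, Amotl2 did not pass it (0.0743). Lats2 turned positive with upper-quartile factors, library totals, GC and length offsets without and with the block, and without luminal replicate 1. Arhgef17 and Tgfb2 lost their calls with library totals and with GC and length offsets without the block. Rbms3 lost its call with those offsets without and with the block, and without luminal replicate 3. With the block the mean was -1.41 (camera adjusted p 0.00957, limma), at the same pairing correlation of 0.0369. The result did not pass the threshold when genes needed at least 10 counts in every library (mean -0.82, camera adjusted p 0.0731, limma) or when the correlation between genes was estimated (camera adjusted p 0.0875, limma). Single targets went both ways. Ccn2 was lower in luminal cells (-4.51, SE 0.29), as were Igfbp3 (-7.55) and Axl (-6.52), whereas Nuak2 (3.75), F3 (3.56) and Dock5 (1.73) were higher. The study names Ccn2, under its older symbol Ctgf, as a joint target of YAP and SRF. It also states that both programmes strengthen each other, so the YAP/TAZ result is not independent of the SRF/MRTF result.

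**Figure D4:**
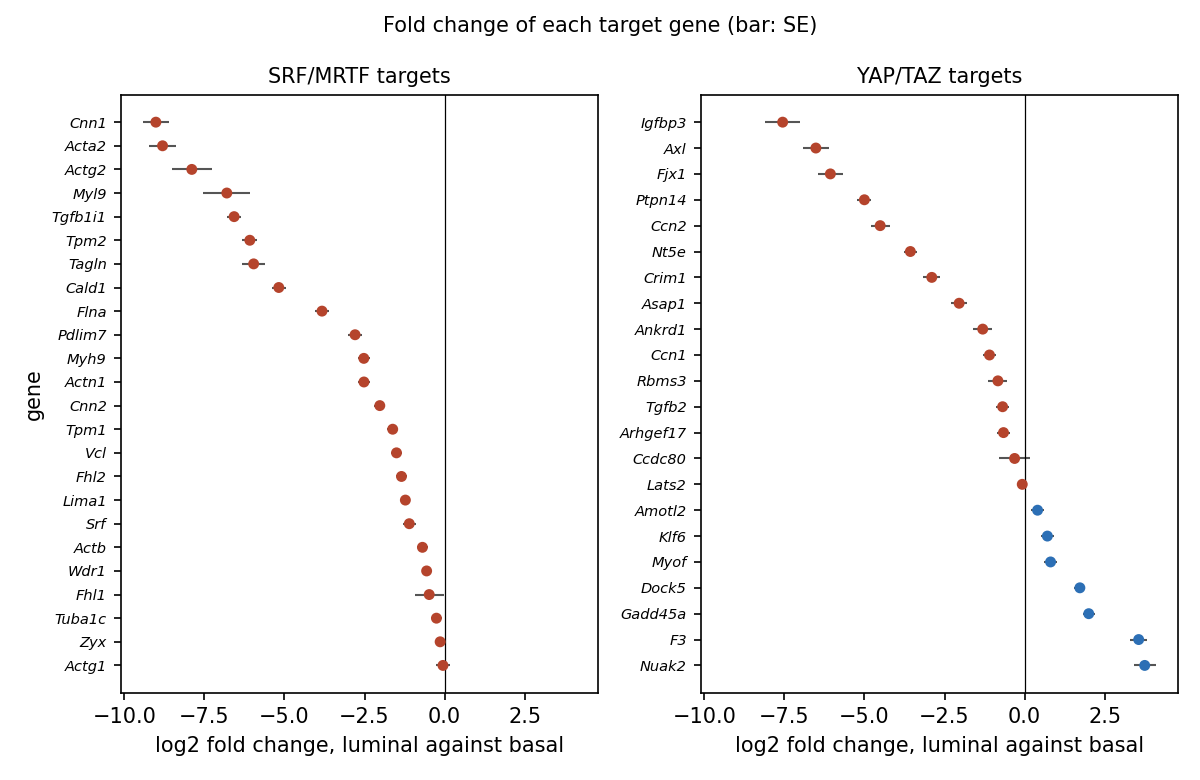
Log2 fold change, luminal against basal (horizontal), of each SRF/MRTF target (left) and each YAP/TAZ target tested (right), with one point per gene, a bar for the SE, and colour for the direction. The 24 SRF/MRTF targets lie below 0, with Actg1 and Zyx close to it. Actg1 was above 0 under upper-quartile factors, library totals and without basal replicate 1 or luminal replicate 1, and Zyx under library totals. Of the 22 YAP/TAZ targets 15 lie below 0, with Lats2 close to it. Lats2 was above 0 under upper-quartile factors, library totals, GC and length offsets without and with the block, and without luminal replicate 1.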

Values the study reported

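Within the luminal layer, the study found the level of Trps1 to be about 5 times as high in progenitors as in mature cells.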

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

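The tests named in this part were chosen after the values were seen. In 279 groups of 5 libraries (4 library measures and 147 genes, of which 23 groups with 3 counts or fewer in every library were left out), 22 held a library far from the other 4 by Dixon's test, where chance gives about 13.9. The excess over chance is small, and no library held more than 4 of them.

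A gene without a symbol (Entrez 100861531) was at 24827 CPM in luminal replicate 4, against 1694 to 3257 CPM in the other luminal libraries. It took 325163 counts there, 2.46% of the library (95% Wilson interval 2.45% to 2.47%), against 0.133% to 0.343% in the other 9 libraries. A library of unusual depth is not a good account, since its total was the smallest of the luminal libraries but close to the next, with a Dixon's ratio of 0.178 that does not mark it as apart. Leaving the gene out gave 9461 genes with an adjusted p under 0.05, although leaving out a single gene could change few calls in any case. What the gene is was not analysed here, and reads shared between copies may be the source but were not tested. No biological explanation was tested.

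Contractile genes in luminal libraries form a second group. Myl9 was at 8.09 CPM in luminal replicate 4 against 0.188 to 1.40 CPM in the others, Actg2 at 2.14 CPM in luminal replicate 4 against 0.0634 to 0.313 CPM, and Myh11 at 3.997 CPM in luminal replicate 5 against 1.25 to 1.84 CPM. A candidate explanation is basal cells carried over into the luminal sort, and the 7 basal markers ranked the luminal libraries alike (Kendall W 0.527, permutation p 0.00188). Myh11 is one of those markers, while Myl9 and Actg2 are not and stand out in another library, where the 7 markers ran from 0.0259% to 1.05% of their basal level instead of standing at one share, so carry-over alone is not a full explanation. The luminal levels are low, and the log2 fold changes of all 3 genes stayed negative in every fit that tested them.

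Among other genes reported for the comparison, Areg was high in luminal replicate 2 (162 CPM against 55.7 to 83.7), Fhl2 in luminal replicate 2 (78.4 CPM against 48.7 to 56.2), Actg1 in basal replicate 1 (2404 CPM against 1650 to 1728), Lats2 in basal replicate 4 (169 CPM against 133 to 143), Adgrb1 in basal replicate 1 (18.6 CPM against 9.44 to 11.1) and Ccdc80 in luminal replicate 5 (2.92 CPM against at most 1.10). Ccn2 was low in basal replicate 3 (2401 CPM against 3733 to 4250), and Arhgef17 in basal replicate 4 (151 CPM against 238 to 252). Without basal replicate 1 the log2 fold change of Actg1 was 0.05 instead of -0.05, so its direction is not settled. No technical or biological explanation of these values was tested.

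Of the genes of other cell types, of the Y chromosome and of the stress lists, Cd52 was at 3.06 CPM in basal replicate 4, Pdgfra at 19.4 CPM in basal replicate 3, Plin1 at 1.06 CPM in basal replicate 4 and at 0.5003 CPM in luminal replicate 1, Hbb-bt at 0.952 CPM in luminal replicate 5, Uty at 0.310 CPM in basal replicate 3, Atf3 at 987 CPM in basal replicate 1 and Dusp1 at 135 CPM in luminal replicate 2. Each was the highest of its group. Some genes of other cell types also differed between the groups (edgeR adjusted p under 0.05), in one direction in all 5 pairs. Hba-a1 (at least 41.9-fold) and Cd52 (log2 fold change 2.03) were higher in luminal cells. Cdh5 (-4.37), Cd74 (-2.97), Fabp4 (-2.41) and Pdgfra (-1.09) were higher in basal cells. No explanation of these values was tested.

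The 20 most counted genes took 9.19% of basal replicate 5 against 10.1% to 10.3% of the other basal libraries, and the TMM factor of basal replicate 1 was 0.892 against 0.943 to 0.960. With the 20 most counted genes left out of both the totals and the test, 9440 of the 14601 genes then tested had an adjusted p under 0.05, and 9341 of these were among the 9462 of 14609 reported.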

How the results depend on the processing

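Alternatives were fixed before the data were examined except the offsets for GC content and length, alone or with the block, and the fits without the 20 most counted genes or the gene without a symbol. Across the fits that did not leave out a library, genes higher in luminal cells numbered 4178 to 5705 and genes higher in basal cells 3705 to 5089. At the stricter limits the counts were 1232 to 2417 and 1531 to 2557. Which cell type had more genes was not stable. Without a filter 4966 genes were higher in luminal and 5089 in basal cells, and with the block and GC and length offsets 4468 and 4572, against 4904 and 4558 reported. At the stricter limits library totals (2249 and 1613) and upper-quartile factors (2041 and 1744) turned the order of the reported 1810 and 1979. All these counts were within 1.5 times of the reported ones, as were those of the study's gene list (25 to 30). The 25 came from the filter of at least 10 counts in every library, under which 28 of the 32 genes were tested. Leaving out each library in turn gave 4625 to 5012, 4251 to 4612, 1418 to 1784, 1643 to 1960 and 28 to 29 genes in the same order.

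Trps1 stayed higher in luminal cells, at 1.33 to 1.89 across settings and 1.26 to 1.48 across the 10 fits that each left out a library, with a highest adjusted p of 0.000117 (edgeR, DESeq2 or limma). The SRF/MRTF mean ranged from -3.49 to -1.73, and from -3.42 to -3.23 with a library left out. The list without genes shared with the YAP/TAZ list removed 0 genes, so it gives no evidence of stability. The YAP/TAZ mean ranged from -1.48 to -0.82, and from -1.45 to -1.32 with a library left out. It was no longer past the threshold with at least 10 counts in every library (-0.82, adjusted p 0.0731) and with the inter-gene correlation estimated (-1.37, adjusted p 0.0875), the highest adjusted p of its alternatives. The filter removed Igfbp3 (-7.55) and Fjx1 (-6.06), whose luminal counts fell as low as 2 and 0, and without these 2 genes the mean of the reported fit was already -0.83. It thus removes targets because they are low in luminal cells. For the estimated correlation the cause was not tested.

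Of 1932 alternative values of 85 single genes, 1893 kept their direction and side of the threshold, 15 lost their call, 10 gained one and 14 changed direction. The last concern 4 genes. With upper-quartile factors Mtor was at 0.0122, Actg1 at 0.0781 and Lats2 at 0.0530. With library totals only, Mtor was at 0.0813, Actg1 at 0.135, Zyx at 0.0490 and Lats2 at 0.110. These scalings shift the median of all genes by 0.12 and 0.19. With GC and length offsets Mtor was at 0.149 and Lats2 at 0.102, and with the block added at 0.149 and 0.0674. Across the fits that each left out a library, Actg1 ranged from -0.185 to 0.106, above 0 without basal replicate 1 (0.0536) or luminal replicate 1 (0.106), and Lats2 from -0.178 to 0.0320, above 0 without luminal replicate 1. The cause was not tested.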

Other observations

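Tests of the title labels, of other splits, of depth and of contractile genes were chosen before the data were examined. All other tests in this part, including those of GC content and length and of the most counted genes, were chosen after the values were seen.

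The sample titles name the opposite cell type to the cell type label in all 10 libraries. If the cell type labels were the wrong ones, lineage markers would be higher in the group of the other lineage, yet 16 of 16 markers followed the cell type label. A mislabelling is therefore likely to lie in the titles.

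Of the 16 splits of the libraries that part all 5 same-numbered pairs, 1 gave as many genes with an adjusted p under 0.05, the real one. The other splits gave 0 genes each, and between 26 and 2813 genes at an unadjusted p under 0.05, against 9893 in the real split. With 16 splits the share cannot fall under 0.05 whatever the data, so this count decides nothing by itself. In 100 splits drawn from all, of which 91 did not part all pairs, 1 was as large, again the real one, and the others gave 0 genes, with 11 to 4235 at an unadjusted p under 0.05.

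Technical differences between libraries may contribute to the large number of genes that differ. With offsets for GC content and length 9268 genes had an adjusted p under 0.05, of which 8310 were among the 9462 reported and 8295 of those had the same direction. Thinning to equal totals gave 9391 genes, leaving out the 20 most counted genes 9440 of the 14601 then tested, and leaving out the gene without a symbol 9461. The offsets thus do not fully explain the difference. Leaving out so few genes under TMM scaling, or thinning libraries of these similar depths, could remove few calls whatever the cause. Those fits therefore do not decide the point. Processing order and stress during dissociation were not tested as sources of the difference.

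The lower level of SRF/MRTF targets in luminal cells might rest on the smooth-muscle genes of basal cells alone. The 16 non-contractile targets were also lower as a set (camera adjusted p 1.85e-06, limma), with 16 of 16 lower at a mean of -1.73. Of these, Actg1, Zyx, Fhl1 and Tuba1c did not pass the threshold (edgeR adjusted p 0.855, 0.448, 0.367 and 0.206). Actg1 and Zyx turned positive with library totals, and Actg1 also with upper-quartile factors and without basal replicate 1 or luminal replicate 1. This set test used the fixed inter-gene correlation of 0.01. The 16 targets were not tested with the correlation estimated, which gave the full list a camera adjusted p of 0.0193. At the fixed correlation, the contractile genes alone are thus not a full explanation, and a broader difference in this programme remains a hypothesis. The immediate early genes described below were also lower in luminal cells (9 of 9, mean log2 fold change -1.24). Stress during dissociation or sorting was not separated from the SRF/MRTF or YAP/TAZ set results.

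Trps1 was counted in basal libraries at 24.8% to 48.1% of the luminal level. Luminal cells carried over into the basal sort could raise it, but would raise every luminal gene by the same share. The 4 luminal markers with the lowest basal levels (Elf5, Cd14, Kit and Prlr), chosen for being lowest because the lowest sets the upper limit on carry-over, reached at most 0.935% in any basal library. The limit holds for luminal cells that express these markers. Other luminal markers stood higher in basal libraries, with Krt8 at 21.7%, Epcam at 19.2%, Esr1 at 15.4%, Krt18 at 14.2% and Krt19 at 3.15%. For reads of an overlapping gene, 1 annotated gene, Mir1907, overlaps exons of Trps1. It covers 25 of 13380 exon bases (0.187%) and had 14 counts of its own over all libraries, against 653 to 1286 counts of Trps1 in each basal library, too few to be the source. Expression of Trps1 RNA in basal cells remains as a hypothesis, and the protein, which the study stained, was not measured here.

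The 7 basal markers were counted in luminal libraries at medians of 0.219% to 0.570% of the basal level. They ranked the 5 luminal libraries alike, with a Kendall W of 0.527 (permutation p 0.00188, one-sided, 100000 permutations of ranks), as a carry-over of basal cells that varies between libraries would make them do. Carry-over would also raise all 7 by the same share within a library, and they did not stand at one share. In luminal replicate 4 they ran from 0.0259% (Cnn1) to 1.05% (Krt5), and in luminal replicate 5 from 0.237% (Cnn1) to 1.10% (Krt14). Carry-over may therefore contribute but is not a full explanation of these levels. A shared low expression in luminal cells was not tested.

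Hypoxia and unfolded protein genes were prominent among the most counted genes. Slc2a1 ranked 1 and Hspa5 ranked 2 by mean CPM, and 6 of the 20 most counted genes were on lists of such genes written after these ranks were seen. The 14 hypoxia genes had a mean log2 fold change of -2.43 (13 of 14 lower in luminal cells, camera adjusted p 2.68e-08, limma), the 11 unfolded protein genes -2.003 (10 of 11 lower, adjusted p 7.22e-07) and the 9 immediate early genes -1.24 (9 of 9 lower, adjusted p 0.0255), adjusted over these 3 lists. With the other 3 scalings no gene of these lists changed direction, and the means of the hypoxia list ranged from -2.47 to -2.23. Stress during dissociation or sorting may have raised them, and a difference between the cell types may be another reason. Without undissociated tissue neither can be told apart, and lists chosen for the pattern cannot settle it.

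The Y chromosome gene Ddx3y had 72 to 195 counts per library, whereas Eif2s3y, Uty and Kdm5d together had at most 13. Reads shared with its X chromosome copy Ddx3x are a candidate source. Ddx3y stood at 1.01% to 5.17% of Ddx3x, the highest in luminal replicate 4, which is not the steady share that shared reads would give, so the source remains open.

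Xist, the RNA of the inactive X chromosome, varied widely within each group. In luminal replicates 1 to 5 it was at 241, 969, 950.3, 782 and 233 CPM, and in basal replicates 1 to 5 at 1717, 941, 559, 533 and 1110.2 CPM.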
